A study of Mus musculus with 42 samples.

How the data were processed

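RNA immunoprecipitation followed by sequencing (RIP-seq) was carried out in mouse embryonic stem cells that carry a GFP reporter and Cas9. Per the labels, cells whose Tnrc6a protein bears an HA-AVI tag were lysed and incubated with anti-HA magnetic beads. RNA was sequenced from the bead-bound fraction (IP) and from the matching lysate (input) with a stranded total RNA kit. The 42 libraries form 14 groups of 3 in 2 experiments. Experiment 1 has 6 groups, namely input and IP of untagged cells, of tagged cells and of tagged cells labelled Trim71KO. Experiment 2 has 8 groups, which add input and IP of tagged cells labelled Ago2KO. Libraries were assigned to groups from their titles and to experiments from their descriptions.

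The authors deposited a table of raw read counts per gene for each experiment, with RPKM values beside them. No label or header states the aligner, counting tool, genome build or annotation. The name of the gene length column, per the file headers, refers to QuasR. Without a stated build no coordinates are given here. Genes are named by the symbol in the tables, or by the Ensembl identifier where a row has no symbol or shares it with another row. Symbols are missing in 3194 of 18825 rows of experiment 1 and 3572 of 19866 rows of experiment 2, and 61 and 63 rows share a symbol. Of the rows with a symbol, 15527 of 15631 and 16180 of 16294 matched a RefSeq table of the mouse assembly GRCm38.p6. The smallest row maximum is 9 counts in experiment 1 and 10 in experiment 2, and the smallest row totals are 52 and 56, so low rows were absent before any filter was applied here. No row carries the name of the GFP reporter, which is therefore not analysed here. In the authors' RPKM columns the values imply, for every gene of a library, the same library size, and this differs from the column total by a factor of 0.8173 to 1.1442 that was lower in IP than in input libraries of the same cells. The RPKM values were used for that check alone. How the counting treated overlapping genes, strand and near-identical copies is not stated, so values of genes with such neighbours or copies are uncertain.

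Total counts per library ran from 12587257 to 23657840 in experiment 1 and from 16296447 to 21026552 in experiment 2. Reads carry no stated molecular identifiers, so the counting precision this depth gives ignores duplicate molecules. A group whose 3 libraries all held 3 counts or fewer of a gene was treated as at the floor. Replicates were compared in all 42 pairs within groups over genes with at least 50 counts in the pair. The chi-square per gene lay between 2.87 and 64.1, above sampling noise in each pair, so every library counted as its own replicate. Separate preparations of the same culture would also exceed this noise. The check therefore does not show that replicates are separate cultures or clones.

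Counts were tested with edgeR 4.0.16 in R 4.3.3, using TMM normalization, the filterByExpr filter and the quasi-likelihood F test with a mean for each group. All groups of an experiment entered a single fit and the experiments were fitted separately. The filter left 18772 genes in experiment 1 and 19778 in experiment 2. A gene is called changed at a Benjamini-Hochberg adjusted p under 0.05 over all genes tested. For IP libraries the tested quantity is an interaction, the log2 ratio of IP to input in a genotype minus the same ratio in its reference. Tag-specific enrichment sets tagged against untagged cells. Trim71-dependent and Ago2-dependent enrichment set the knockout-labelled cells against tagged cells. Input comparisons set input libraries against each other. Standard errors (SE) are the log2 change divided by the square root of F. CPM values are scaled to the TMM-adjusted library size and given as mean ± SD. On simulated counts with 200 genes changed, the fit recovered 184 (92%) among 18475 genes tested for experiment 1 and 194 (97%) among 19540 for experiment 2. False calls made up 5.64% and 3.96% of the calls, and 0 changed genes had the wrong sign. The planted changes were at least 2-fold, in Trim71KO IP libraries, and in genes above a mean log2 CPM of 2. Libraries were drawn independently. These shares therefore do not give the recovery of smaller changes or of genes with low counts.

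A list of 9 genes reported as TRIM71 targets and a list of 11 genes reported as targets of the miR-290 family, which share Cdkn1a and Rbl2, were written from memory and tested as sets. The TRIM71 list holds Cdkn1a, Rbl1, Rbl2, Inhbb, Plxnb2, Hoxa5, Egr1, Mbnl1 and Nab2. The miR-290 list holds Lats2, Casp2, Ei24, Tgfbr2, Wee1, Fbxl5, Akt1, Rhoc, Dkk1, Cdkn1a and Rbl2. Set tests used camera (limma 3.58.1) with an inter-gene correlation of 0.01, with an estimated correlation and fry as further tests. Of the Lats2 symbol, which 2 rows share, the row with more counts was used. Genes named in the text were selected by rule. They are Tnrc6a, Trim71 and Ago2, members of both lists, and for each comparison up to 3 genes each way with the largest change. These had to be called, to reach a mean log2 CPM of 2 and to separate completely between the groups. For Trim71-dependent enrichment up to 5 genes each way that met this in both experiments were added. Separation of IP enrichment was judged on the 9 IP and input differences of each genotype, which reuse 3 IP and 3 input libraries. Of genes that met the rule without a symbol, only 2 that rose and 2 that fell are named, and 1 further gene that met it is not reported here. Exceptions, chosen after their values were seen, are named as such.

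The groups, tests, lists, naming rule and the alternatives were fixed before the data were examined. The alternatives are RLE size factors, library size alone, DESeq2 1.42.0 on the same counts, no filter on low counts, only the groups compared in the fit, a replicate block, and each library left out in turn. A replicate block within fraction was added after the data were seen. Whether replicate numbers pair libraries was checked by correlating deviations of log2 CPM from group means. In experiment 2 the same-numbered tagged and Trim71KO libraries deviated together, with correlations across genes of 0.2, 0.27 and 0.29 for input and of 0.32, 0.18 and 0.33 for IP. The numbers were therefore taken to pair these libraries, and the pairing comes from this check and not from the labels. Tagged and Ago2KO IP libraries gave 0.57, 0.07 and 0.41 and were not taken as paired. What chance gives for such correlations was not computed, so the pairing is an assumption. Because the Trim71-dependent and Ago2-dependent comparisons of experiment 2 share the tagged libraries, 20 simulations of unchanged groups gave the agreement that sharing alone produces. A test for microRNA seed matches, planned before the data were examined, was not run here because it needs transcript sequences.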

Results

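Tnrc6a is a GW182-family protein that Argonaute proteins, guided by microRNAs, recruit to mRNAs. Trim71 is an RNA-binding protein of stem cells and Ago2 is an Argonaute protein. The libraries address which RNAs associate with tagged Tnrc6a in mouse embryonic stem cells, and which of these associations depend on Trim71 or on Ago2. RNA was measured in 42 libraries, with 3 per group, as input RNA and as RNA bound to anti-HA beads. Experiment 1 comprised 18 libraries of 12587257 to 23657840 counts over 18825 genes. Experiment 2 comprised 24 libraries of 16296447 to 21026552 counts over 19866 genes. Median SEs were 0.21 on the log2 scale for Trim71-dependent enrichment in experiment 1 and 0.18 in experiment 2.

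The targeted genes were examined first, all with n = 3 and as mean ± SD. In input RNA of experiment 2, Ago2 stood at 353 ± 34.9 CPM in tagged cells and at 162 ± 4.76 CPM in Ago2KO cells. This log2 change of -1.12 (SE 0.10, edgeR adjusted p 2.52e-08) is in the direction of the label. Trim71 RNA was not lower in the libraries labelled Trim71KO. It rose from 241 ± 21.2 to 282 ± 3.18 CPM in experiment 1 (log2 change 0.23, SE 0.09, edgeR adjusted p 0.0437) and from 282 ± 23.5 to 377 ± 9.61 CPM in experiment 2 (0.42, SE 0.08, edgeR adjusted p 0.000411). The experiment 1 call was lost with RLE size factors and in 5 of 6 fits that each left out a library. The RNA level therefore does not check the Trim71KO label, and directions below refer to the libraries labelled Trim71KO. Below, without Trim71 or without Ago2 means in libraries with that label. Other differences between the cell lines are not separated from loss of the gene. Tnrc6a input RNA was 102 ± 3.96 CPM in untagged, 78.1 ± 19.3 in tagged and 109 ± 3.24 in Trim71KO cells of experiment 1. In experiment 2 it was 95.5 ± 5.05 in untagged, 87.9 ± 5.45 in tagged, 114 ± 3.21 in Trim71KO and 116 ± 2.98 CPM in Ago2KO cells.

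Tag-specific enrichment asks which RNAs the beads recover because of the tag. In experiment 1, 10688 of 18772 genes were called, 5276 higher and 5412 lower, and 5751 of them changed at least 2-fold. The median over all genes was -0.10, so changes are read against that shift. Among the alternatives, leaving out untagged input replicate 1 moved this count most, to 10017. In experiment 2, 5479 of 19778 genes were called, 3745 higher and 1734 lower, of which 2069 changed at least 2-fold. The split in experiment 2 depended on scaling. Library size alone gave 7832 calls, with 36.5% of them higher against 68.4% with TMM, and the median gene moved to -0.24. Both experiments called 4923 genes, 4913 of them in the same direction, against 1529 expected by chance. Across the 18553 genes tested in both, which are not independent replicates, Spearman's rho was 0.722.

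Tnrc6a mRNA itself had the largest tag-specific change among named genes in experiment 1. In untagged cells IP stood 0.907-fold to input, and in tagged cells 294-fold, a log2 difference of 8.34 (SE 0.28, edgeR adjusted p 3.07e-17). The untagged and tagged ratios in experiment 2 were 0.863-fold and 206-fold, a difference of 7.90 (SE 0.31, edgeR adjusted p 1.03e-15). Tnrc6a made up 1.22% to 2.44% of all counts in tagged IP libraries. The unnamed genes ENSMUSG00000110230 (8.03 and 8.10 in experiments 1 and 2) and ENSMUSG00000114165 (6.70 and 5.88) also rose, the former with SEs of 0.76 and 1.06. Among genes that fell, the unnamed ENSMUSG00000086418 dropped by 2.84 and Lama4 by 2.81 in experiment 1. In experiment 2 Atp8b3 dropped by 1.99, Gm10222 by 1.30 and Rimbp3 by 1.25. The other experiment did not repeat all of these falls. Log2 IP to input ratios in untagged and tagged cells of experiment 2 were 1.95 (SE 0.54) and 2.94 (SE 0.49) for Lama4. For ENSMUSG00000086418 they were 0.27 (SE 0.38) and 0.55 (SE 0.38). In experiment 1 they were -0.36 (SE 0.24) and 0.31 (SE 0.26) for Rimbp3. Atp8b3 and Gm10222 were lower in tagged cells there too. Trim71 mRNA was itself recovered with the tag, by 2.42 (SE 0.12) in experiment 1 and 1.41 (SE 0.12) in experiment 2. Ago2 mRNA was too, by 2.86 (SE 0.25) and 1.69 (SE 0.14). A background existed without the tag. Bcar1, chosen after its values were seen, took 9.65% to 12.1% of all counts in untagged IP libraries of experiment 1 and 0.613% to 2.76% in experiment 2.

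**Figure D1:**
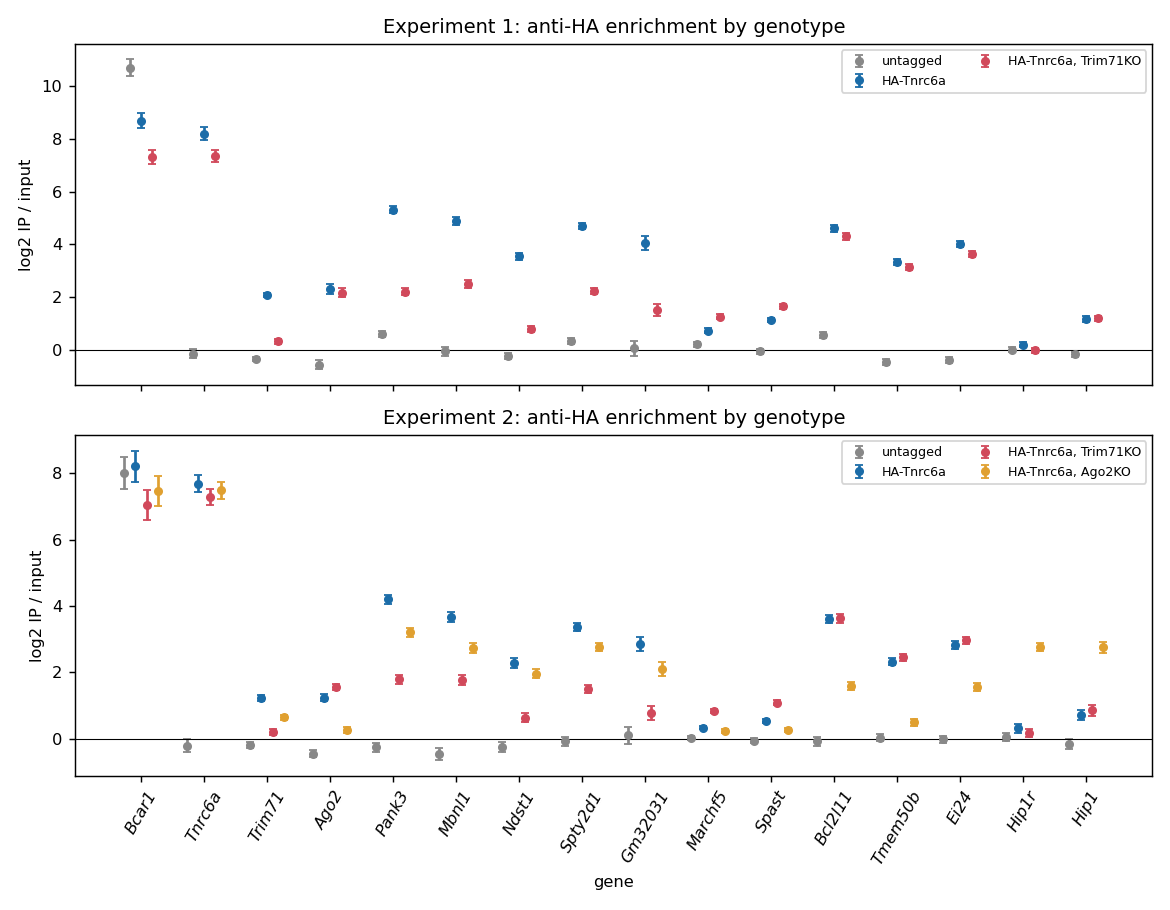
Log2 ratio of IP to input (y axis) for 16 named genes (x axis) in each genotype of experiment 1 (top) and experiment 2 (bottom), as edgeR estimates with bars of 1 SE from 3 libraries per group. Pank3 stood at 5.32 in tagged and 2.22 in Trim71KO cells of experiment 1, and Hip1r at 0.31 in tagged and 2.77 in Ago2KO cells of experiment 2.

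Trim71-dependent enrichment asks which RNAs the anti-HA beads recover less, or more, over input in the libraries labelled Trim71KO. In experiment 1, 703 genes were called, 652 lower and 51 higher, and 248 of the 251 changes of at least 2-fold were lower (155 such changes without Trim71KO input replicate 3). Of all calls 7.25% were higher, against 24.6% with library size alone and 22.5% with DESeq2. Leaving out a library moved the count most, to 339 without Trim71KO input replicate 3 and 1435 without Trim71KO IP replicate 1. The last held 588 higher and 847 lower calls, 41% higher, so the one-sided split rests in part on that library. In experiment 2, 295 genes were called, 146 lower and 149 higher, and 47 of the 57 changes of at least 2-fold were lower (37 such changes with DESeq2). The share of higher calls, 50.5%, moved to 38.6% with RLE size factors and 75.7% with library size alone, and to 20.2% without tagged IP replicate 3. Replicate numbers were taken to pair the tagged and Trim71KO libraries of experiment 2, and a replicate block within fraction gave 470 calls. Without Trim71KO IP replicate 2 the count was 98, and without tagged IP replicate 1 it was 562. Of the genes called lower, 555 of 652 (85.1%) in experiment 1 and 101 of 146 (69.2%) in experiment 2 were also called higher in tag-specific enrichment. That overlap shares the tagged libraries. Bcar1, recovered without the tag, went from 414-fold to 158-fold over input in experiment 1 and from 298-fold to 133-fold in experiment 2. A lower ratio therefore need not mean less association with Tnrc6a.

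The experiments called 105 genes in common, where 5.53 were expected by chance, and all 105 changed in the same direction, 103 lower and 2 higher. Without Trim71KO IP replicate 2 of experiment 2 the shared count was 61. Across all shared genes the changes were weakly related, with Spearman's rho of 0.065 and Pearson's r of 0.147 over genes. Of the calls of experiment 1, 83.4% had the same sign in experiment 2. Of the 105, 101 also met the naming rule in both experiments, 99 of them lower. Pank3 fell by 3.10 (SE 0.17, edgeR adjusted p 3.21e-11) in experiment 1 and by 2.42 (SE 0.18, edgeR adjusted p 1.18e-08) in experiment 2. Its IP to input ratio went from 39.9-fold to 4.65-fold in experiment 1 and from 18.4-fold to 3.44-fold in experiment 2, while in untagged cells it was 1.53-fold and 0.837-fold. Ndst1 (-2.74 and -1.65), Gm32031 (-2.53 and -2.10), Spty2d1 (-2.46 and -1.88) and Mbnl1 (-2.40 and -1.89) also fell. In experiment 1 Ndst1 went from 224.9 to 92.1 CPM in IP (input 19.3 to 52.9) and Gm32031 from 16.7 to 7.63 (input 1.00 to 2.61). For these 2 genes higher input RNA was the larger part of the change. Spty2d1 went from 406.2 to 112.7 in IP (input 15.7 to 23.9) and Mbnl1 from 300 to 82.6 (input 10.1 to 14.6), mostly a fall in IP. The only genes called higher in both experiments were Marchf5 (0.53 and 0.51) and Spast (0.52 and 0.55). In experiment 1 Marchf5 went from 170.6 to 238.2 CPM in IP (input 102.3 to 98.7). Spast went from 127.2 to 133.8 CPM in IP (input 57.8 to 42.3), so its rise there came mostly from lower input RNA. The experiment 1 calls of both were lost when only the groups compared were fitted, and that of Marchf5 also with the replicate block and in 3 of 12 fits that each left out a library. In experiment 1 the largest rises among called genes that met the naming rule were those of Smim27 (1.18), Kdm1b (0.86) and Gm5846 (0.79), and in experiment 2 Fbxo41 rose by 1.42. The IP level itself fell for Kdm1b, from 158.1 to 127.6 CPM (input 62.1 to 27.6), and for Fbxo41, from 9.75 to 4.70 (input 3.88 to 0.69). For these the ratio rose because input RNA fell further. In IP, Smim27 went from 7.99 to 9.53 CPM (input 6.29 to 3.29) and Gm5846 from 5.51 to 7.01 (input 8.64 to 6.41). Lower input RNA is the larger part of both rises. The Gm5846 call was lost under 3 of the alternative settings and the Fbxo41 call without the filter on low counts. With a library left out, Smim27 and Gm5846 each lost their call in 5 of 12 fits and Fbxo41 in 10. Trim71 mRNA also lost enrichment, by 1.75 (SE 0.12) in experiment 1 and 1.02 (SE 0.12) in experiment 2. Tnrc6a mRNA changed by -0.86 (SE 0.24, edgeR adjusted p 0.0476) in experiment 1, a call lost under 3 of the alternative settings and in 8 of 12 fits that each left out a library, and by -0.40 (SE 0.28, edgeR adjusted p 0.542) in experiment 2.

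**Figure D2:**
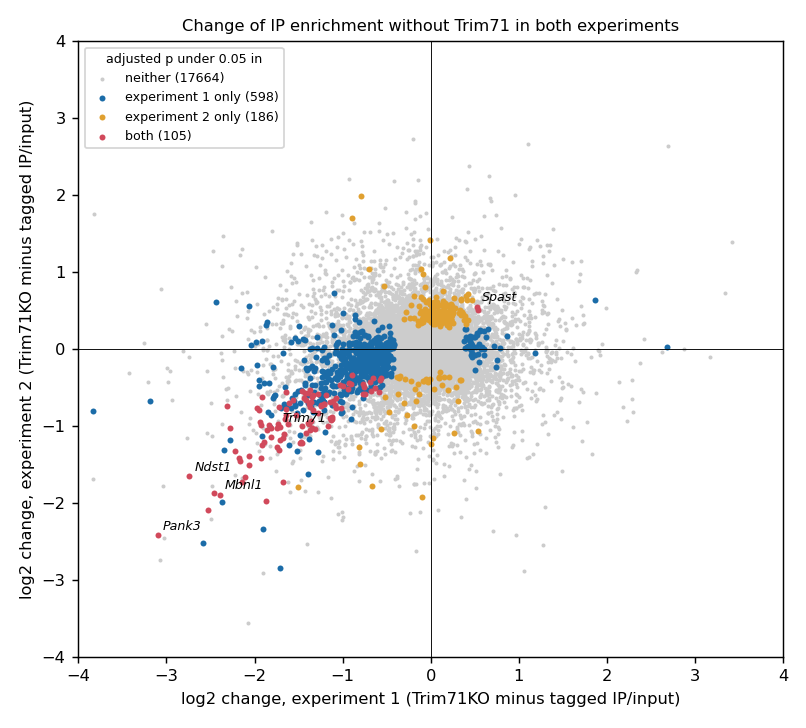
Change of log2 IP enrichment in Trim71KO against tagged cells in experiment 1 (x axis) and experiment 2 (y axis), with a point for each of 18553 genes tested in both and colours for adjusted p under 0.05 in either, both or neither experiment (5 genes lie outside the axes). The 105 genes called in both experiments lie in the quadrants of equal sign, 103 of them at lower left.

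The TRIM71 list had a median log2 change of -0.92 over 9 genes in experiment 1, with 8 lower (camera p 1.57e-16, Benjamini-Hochberg adjusted 9.42e-16 over 6 list tests). Hoxa5 was at the floor in tagged input, and the median was -0.92 also with it at its bound and -0.84 without it. The list held 6 calls over all genes, namely Mbnl1, Plxnb2 (-1.97), Rbl2 (-1.04), Inhbb (-0.92), Rbl1 (-0.76) and Cdkn1a (-0.47), and 7 adjusted over the list alone. Not all of these fell in the IP itself. In tagged and Trim71KO cells Plxnb2 stood at 174 and 175 CPM in IP (44.9 and 177 in input), and Cdkn1a at 1251 and 1865 CPM in IP (24.7 and 50.8 in input). Inhbb stood at 2900 and 2935 CPM in IP, Rbl2 at 357.6 and 318.9 and Rbl1 at 115.8 and 106.5. Mbnl1 fell from 300 to 82.6 CPM in IP. The Cdkn1a call was lost under 5 of the alternative settings, and with 9 of the 12 libraries left out in turn, and the Rbl1 call with 6. In experiment 2 the median was -0.14 over 8 genes (camera p 0.00126, adjusted 0.00189). Of these 8 genes 2 were called, Mbnl1 and Plxnb2 (-0.77), and 3 adjusted over the list alone. In tagged and Trim71KO cells Plxnb2 stood at 114.9 and 156.5 CPM in IP (63.5 and 147.7 in input), and Mbnl1 at 140.3 and 56.7 in IP. The list result rests on few libraries, since its median was 0.02 and not past the threshold without tagged IP replicate 1 (camera p 0.0708). The miR-290 list had a median of -0.40 over 11 genes in experiment 1 (camera p 0.00111, adjusted 0.00189, 9 lower), or -0.47 with Dkk1 at its bound. Without Trim71KO input replicate 2 it was -0.23. Of the list 2 genes, shared with the TRIM71 list, were called, and 4 adjusted over the list alone. In experiment 2 its median was 0.15 over 10 genes (camera p 0.0938, adjusted 0.0945), with 0 genes called over all genes, 0 adjusted over the list alone and 0 at an unadjusted p under 0.05. It was -0.04 without tagged IP replicate 3 and 0.31 without tagged IP replicate 1, where the list passed the threshold (camera p 0.000469), and whether the experiments differ was not tested. Under fry the calls of both lists in experiment 1 held (p 2.11e-06 and 0.0116) and that of the TRIM71 list in experiment 2 did not (p 0.0644). With an estimated correlation the TRIM71 list in experiment 1 alone stayed past 0.05 (p 3e-04).

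Ago2-dependent enrichment was measured in experiment 2 alone. It gave 822 calls, 746 lower and 76 higher, and 108 of the 119 changes of at least 2-fold were lower. Without tagged IP replicate 3, 225 genes changed at least 2-fold, and without Ago2KO IP replicate 1, 207. Of all calls 9.25% were higher, against 26.1% with library size alone, where the median gene moved to 0.11. Of the 746 genes called lower, 736 (98.7%) were also called higher in tag-specific enrichment of the same experiment, a set that made up 18.9% of tested genes and shares the tagged libraries. Bcl2l11 fell by 2.03 (SE 0.17, edgeR adjusted p 2.07e-08), with an IP to input ratio of 12.2-fold in tagged and 3-fold in Ago2KO cells. Tmem50b (-1.83) and the unnamed ENSMUSG00000090761 (-1.89) also fell. Among genes that rose, Hip1r gained 2.47 (SE 0.18, edgeR adjusted p 9.27e-10), Hip1 gained 2.04 (SE 0.22, edgeR adjusted p 7.72e-07) and Tnfsf9 gained 1.03 (SE 0.28, edgeR adjusted p 0.0278). The Tnfsf9 call was lost when only the groups compared were fitted, and in 8 of 12 fits that each left out a library. Ago2 mRNA fell by 0.97 (SE 0.14) and Trim71 mRNA by 0.58 (SE 0.12). Tnrc6a mRNA was not distinguishable from tagged cells, at -0.19 (SE 0.28, edgeR adjusted p 0.869) or 0.07 without tagged IP replicate 1.

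The miR-290 list had a median of -0.27 over 10 genes without Ago2, with 9 lower (camera p 2.22e-05, adjusted 6.66e-05; fry p 0.0244). With an estimated correlation its p was 0.106. Of its genes 2 were called, Ei24 (-1.28) and Akt1 (-0.54), and 4 adjusted over the list alone. The Akt1 call was lost when only the groups compared were fitted, and with 6 of the 12 libraries left out in turn. The median was -0.12 without tagged IP replicate 1 and -0.48 without Ago2KO IP replicate 1. For the TRIM71 list the median was -0.16 over 8 genes (camera p 0.0945, adjusted 0.0945), with 1 call over all genes, Mbnl1 (-0.93), which was also the 1 call adjusted over the list alone. That call was lost when only the groups compared were fitted. The median was 0.001 without tagged IP replicate 1 and -0.33 without Ago2KO IP replicate 1. The list passed the threshold in 3 of 12 such fits, without Ago2KO IP replicate 1 (camera p 0.00204), tagged IP replicate 3 (camera p 0.0181) and tagged input replicate 1 (camera p 0.0499).

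The knockouts were then compared with each other in experiment 2. The Trim71-dependent and Ago2-dependent calls had 78 genes in common, 43 with the same sign (42 lower, 1 higher) and 35 with opposite signs. The 43 became 26 without Trim71KO IP replicate 2 and 83 without tagged IP replicate 3. Both comparisons use the same tagged libraries. Across genes, Spearman's rho between the changes was 0.228, below the mean of 0.453 that unchanged groups gave in 20 simulations (0.439 to 0.467). Pearson's r was 0.456 against 0.5 (0.471 to 0.524). Of genes called in both with the same sign, 6.08 were expected by chance, and the simulations gave 0. The simulated groups were unchanged, so they do not decide how many of the 43 follow from the shared libraries. In the direct comparison of Trim71KO with Ago2KO, 2334 genes were called, 1768 higher and 566 lower in Trim71KO. With only the groups compared the direct comparison gave 1845 higher and 282 lower, and with library size alone 1420 and 689. Of the 146 genes that fell without Trim71, 82 lay further down in Trim71KO than in Ago2KO by this test, and their median change without Ago2 was -0.28 against -0.75 without Trim71. Of the 746 genes that fell without Ago2, 635 lay further down in Ago2KO, and their median change without Trim71 was 0.10 against -0.64 without Ago2. These sets were chosen in the same libraries, which enlarges their own change. Genes enriched at least 2-fold with the tag in experiment 1 had a median change of 0.146 without Trim71 and -0.26 without Ago2. A difference in pull-down strength could therefore give part of the direct calls, and that trend was not removed from the direct comparison. Among genes that met the naming rule, Bcl2l11 (2.05), Fbxo41 (2.03) and Nanos1 (2.01) were highest in Trim71KO against Ago2KO. Hip1r (-2.61), Ier5 (-2.29) and Hip1 (-1.90) were lowest. Fbxo41 was not higher in the IP itself, at 4.704 CPM in Trim71KO and 5.675 in Ago2KO (input 0.693 and 3.455).

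**Figure D3:**
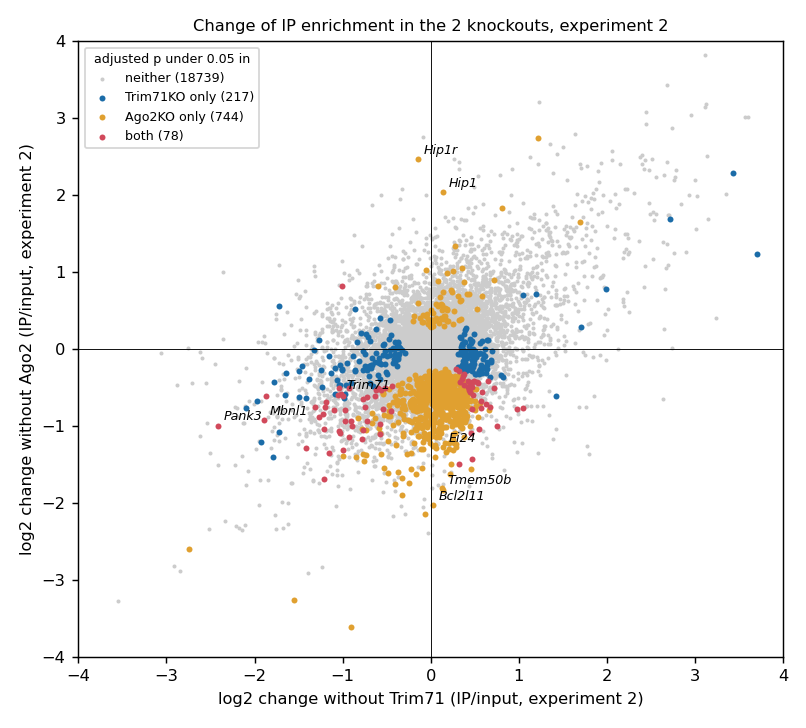
Change of log2 IP enrichment in experiment 2 without Trim71 (x axis) and without Ago2 (y axis), each against the same tagged libraries, with a point for each of 19778 genes and colours for adjusted p under 0.05 (10 genes lie outside the axes). Of the calls, 744 were made in Ago2KO only, 217 in Trim71KO only and 78 in both.

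Input RNA shows how RNA levels differed. In experiment 1, 6377 genes differed between Trim71KO and tagged input, 3102 higher and 3275 lower, of which 1209 changed at least 2-fold. Kcnh3 (2.88) and Trpm1 (2.67) rose most among genes with a symbol that met the naming rule. Among genes that met it Gata6 fell most, by 4.66 (SE 0.23, edgeR adjusted p 1.92e-12), and Cubn (-3.60) and Foxq1 (-3.19) followed. In experiment 2, 5383 genes differed, 2671 higher and 2712 lower, of which 1053 changed at least 2-fold. The share of higher calls was 49.6%, or 34.6% with library size alone. Serpinb9b (3.03), Nkx6-3 (2.98) and Lefty1 (2.71) rose most among genes that met the naming rule. Stra8 fell by 3.16 (SE 0.14, edgeR adjusted p 2.37e-14), Gm5091 by 2.88 and Piwil4 by 2.48. Both experiments called 2352 genes, 2015 in the same and 337 in opposite directions, against 889 expected to agree by chance, with Spearman's rho of 0.325 over genes.

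Without Ago2, 1376 genes differed in input RNA, 867 higher and 509 lower, of which 134 changed at least 2-fold. The share of higher calls was 63%, or 51.1% with library size alone. Ccnd2 rose by 2.00 (SE 0.17, edgeR adjusted p 8.96e-09) and Serpinb9b by 1.76. Among genes that met the naming rule Ago2, Snai1 (-1.11) and Col4a2 (-1.08) fell most. When only the groups compared were fitted, 2481 genes were called, and 774 without tagged input replicate 2. Tagged and untagged input also differed. In experiment 1, 1983 genes were called, 1069 higher and 914 lower, and 249 changed at least 2-fold (129 without tagged input replicate 2). The share of higher calls was 53.9%, with 35.3% for library size alone and 63.3% for RLE size factors. Without tagged input replicate 2 the count was 722, and without replicate 1 it was 3053. In experiment 2, 275 genes were called, 160 higher and 115 lower, and 63 changed at least 2-fold (40 without untagged input replicate 2). With only the groups compared the count was 497, and without untagged input replicate 2 it was 154. Efhc2 was the highest named gene in both, at 3.93 (SE 0.13) and 2.32 (SE 0.08). ATP8 (2.35) and Ddx3y (1.68) rose and Bc1 (-3.04) and Mir6236 (-2.05) fell in experiment 1, and Zfy1 (2.20) and Gm2098 (1.67) rose and Lefty1 (-0.86) and Nkx6-3 (-0.85) fell in experiment 2. The Lefty1 call was lost without the filter on low counts and in 6 of 6 fits that each left out a library, and the Nkx6-3 call in 5 of 6. In untagged, tagged and Trim71KO input of experiment 1, ATP8 stood at 13.6, 69.8 and 18.7 CPM. Bc1 stood at 17.9, 2.19 and 8.12 and Mir6236 at 32.2, 7.77 and 33.1, so tagged input lay apart for these RNAs. For Efhc2 (3.68, 56.1 and 43.1) and Ddx3y (44.2, 141 and 118) Trim71KO input stayed nearer to tagged input. A difference particular to the tagged input would also affect the Trim71KO comparisons there, and its cause was not tested.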

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

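The change in libraries labelled Trim71KO was compared between the experiments for 72 named genes. For 2 of them every library moved in opposite directions in the 2 experiments, and the difference itself was not tested. With 3 libraries against 3, chance alone separates the groups completely in 10% of genes in each experiment.

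For Ddx3y and Zfy1, both Y-linked, the opposite directions were in input RNA. Ddx3y changed by -0.26 (SE 0.10, edgeR adjusted p 0.057) in experiment 1 and 0.17 (SE 0.07, edgeR adjusted p 0.0538) in experiment 2. Zfy1 changed by 0.56 (SE 0.27, edgeR adjusted p 0.119) and by -0.36 (SE 0.14, edgeR adjusted p 0.0609), from 1.35 CPM in tagged input of experiment 1 and 8.05 CPM in that of experiment 2. The 2 genes moved against each other within each experiment, and neither was called in either. At such low counts as those of Zfy1 in experiment 1, counting noise is large. In the same comparison Uty changed by -0.59 (SE 0.12, edgeR adjusted p 0.000489) in experiment 1 and -0.12 (SE 0.09, edgeR adjusted p 0.351) in experiment 2. Eif2s3y changed by -0.05 (SE 0.10, edgeR adjusted p 0.762) and 0.36 (SE 0.06, edgeR adjusted p 9.27e-05), and Kdm5d was not called in either. The Y-linked mRNAs thus did not move together in either experiment. No further technical explanation and no biological explanation was tested, and whether the experiments used the same knockout line is not known from the labels.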

How the results depend on the processing

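Of the 19 counts and list medians, 13 kept their direction and stayed on their side of the threshold, or within 1.5 times, under every setting other than leaving out a library and estimating the correlation within lists. With an estimated correlation 2 of these 13 lost their call, the miR-290 list without Trim71 in experiment 1 (p 0.141) and without Ago2 (p 0.106). Trim71-dependent enrichment in experiment 2 moved most. From 295 calls it went to 489 with library size alone, 552 with DESeq2, 136 with only the groups compared, 522 with the replicate block and 470 with the replicate block within fraction, the last chosen after seeing the data. Of the 295 calls, 262, 270, 132, 284 and 292 remained in turn. With only the groups compared, input RNA gave 2481 calls without Ago2 and 497 for the tag in experiment 2, from 1376 and 275. The genes called both without Trim71 and without Ago2 in the same direction went from 43 to 23 with only the groups compared and to 72 with either block. Under fry the TRIM71 list in experiment 2 without Trim71 lost its call at its median of -0.137. The miR-290 list there passed the threshold at 0.214 with library size alone and at 0.173 with the replicate block. Apart from the block on that list and on those 2 counts, the block changed no other count or list call. The cause of these changes was not tested.

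The replicate block pairs each IP with the input of the same number, but within genotypes those libraries did not deviate together throughout (correlations across genes from -0.19 to 0.26). Replicate numbers were therefore not taken to pair input with IP. Among the pairs checked, only tagged and Trim71KO libraries of experiment 2, within a fraction, had correlations of at least 0.18 in all replicates.

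Each library was left out in turn. Trim71-dependent calls ran from 339 (without Trim71KO input replicate 3) to 1435 (without Trim71KO IP replicate 1) in experiment 1. In experiment 2 they ran from 98 (without Trim71KO IP replicate 2) to 562 (without tagged IP replicate 1). Input calls for the tag ran from 722 (without tagged input replicate 2) to 3053 (without tagged input replicate 1) in experiment 1 and from 154 to 195 in experiment 2. Input calls without Ago2 ran from 774 to 922. Fewer libraries alone can lower such counts, while the cause of the rises to 1435, 3053 and 562 was not tested. Shared Trim71-dependent calls of both experiments ran from 61 (without Trim71KO IP replicate 2 of experiment 2) to 144. Those shared with Ago2 ran from 26 (without Trim71KO IP replicate 2) to 83 (without tagged IP replicate 3). The TRIM71 list median in experiment 2 ran from -0.306 to 0.018 without Trim71 and from -0.333 to 0.001 without Ago2, and both reversed without tagged IP replicate 1. The first lost its call there (p 0.0708). The second passed the threshold in 3 fits, without tagged input replicate 1 (p 0.0499), tagged IP replicate 3 (p 0.0181) and Ago2KO IP replicate 1 (p 0.00204). The miR-290 list median without Trim71 ran from -0.039 (without tagged IP replicate 3) to 0.306 (without tagged IP replicate 1), where it passed the threshold (p 0.000469). Tnrc6a in Ago2-dependent enrichment ran from -0.585 to 0.07, reversed without tagged IP replicate 1. For the other 9 counts and list medians no call or direction changed and no count moved past 1.5 times.

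Of 99 gene values in named comparisons, 87 kept direction and call under every other setting, while 21 values of the remaining 12 were weaker and 0 reversed. With a library left out, 83 kept both, 85 values were weaker and 1 reversed. In input RNA for the tag in experiment 2, the calls on Lefty1 and Nkx6-3 were lost in 6 and 5 of 6 fits. In input RNA without Trim71 in experiment 1, those on Tnrc6a and Trim71 were each lost in 5 of 6. Among enrichment calls, Fbxo41, Cdkn1a, Tnfsf9 and Tnrc6a (experiment 1, Trim71-dependent) were lost in 10, 9, 8 and 8 of 12 fits. Counts of changes of at least 2-fold moved past 1.5 times in 1 of 72 other fits and in 6 of 102 with a library left out.

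Splitting the 6 libraries of each input comparison, or the 6 input and IP sets of each IP comparison, in all 10 ways gave as many calls in 1 split, the labelled one, for each of the 11 comparisons. With 3 against 3 this share cannot fall under 0.1. The other splits gave 0 calls each, with 162 to 2222 genes at an unadjusted p under 0.05 against 2392 to 11463 in the labelled splits. For the tagged and Trim71KO libraries of experiment 2, taken as paired, 3 of the other splits part all 3 pairs as the labelled split does, and 6 part 1 pair. For enrichment they gave at most 581 and 935 genes at an unadjusted p under 0.05, and for input RNA at most 821 and 1747.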

Other observations

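The tests on pull-down strength, including which value decides them, on the Tnrc6a mRNA and on input RNA of genes that lost enrichment were chosen after related values had been seen. Those on gene abundance and length, on the Cas family and on Y-linked mRNAs were written down before the values they measure were seen. The Zfy1 values were added after they were seen.

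Gene abundance and length can bias IP ratios. After a spline trend on mean log2 CPM and gene length was removed, 9041 of 10688 tag-specific calls in experiment 1 and 4548 of 5479 in experiment 2 stayed past the threshold. So did 474 of 703 Trim71-dependent calls in experiment 1, 210 of 295 in experiment 2, 634 of 822 Ago2-dependent calls and 1744 of 2334 calls between the knockouts. These trends do not account for most of the calls. The removal also centres the changes, and with it the split of tag-specific calls moved towards lower. It went from 5276 higher and 5412 lower to 4309 and 6490 in experiment 1, and turned from 3745 and 1734 to 2881 and 5160 in experiment 2. The numbers of tag-specific calls in each direction therefore depend on it. The split between the knockouts moved from 1768 higher and 566 lower to 1328 and 900. Ago2-dependent calls went from 76 higher and 746 lower to 141 and 563. Trim71-dependent calls went from 51 and 652 to 77 and 440 in experiment 1, and from 149 and 146 to 116 and 128 in experiment 2.

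A weaker pull-down in knockout cells would lower every tag-enriched RNA together. Genes enriched at least 2-fold with the tag in the other experiment had a median change of -0.32 without Trim71 in experiment 1, 0.146 without Trim71 in experiment 2 and -0.26 without Ago2. Leaving out a library moved the first to -0.146 (without Trim71KO IP replicate 3). It moved the median in experiment 2 without Trim71 to between 0.045 (without tagged IP replicate 3) and 0.223 (without tagged IP replicate 1), so it stayed positive. This argues against a weaker pull-down as the source of the genes that fell there. In experiment 1, removing the trend on tag-specific enrichment of experiment 2 left 266 of 703 calls and took away 437. For the 437 a weaker pull-down may be the source. The same trend removal in experiment 2, with tag-specific enrichment of experiment 1, left 118 of 291 calls. All calls after it were 123 lower and 24 higher, against 146 and 149 before, so the number of higher calls depends on this trend far more than that of lower calls. For Ago2, 162 of 818 calls stayed and 656 were lost, but recruitment by Ago2 would give the same trend, since it predicts loss in proportion to enrichment. Both explanations stay open for these. Of the 103 genes that fell without Trim71 in both experiments, 71 stayed past the threshold in both after the trends were removed. A Trim71-specific effect is a hypothesis for these, found and tested on the same libraries.

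Genes that lost enrichment without Trim71 had more input RNA. The 652 genes called lower in experiment 1 had a median input change of 0.148 in the separate libraries of experiment 2, above 10000 random sets matched on abundance (central range from -0.005 to 0.038). The 146 genes called lower in experiment 2 had a median of 0.196 in input of experiment 1, against -0.121 to 0.028. A gene with more input RNA has a lower IP to input ratio for that reason alone, so this selection favours such genes and the medians do not decide whether these RNAs are released when Trim71 is lost. Selecting on the IP level instead avoids this. The 1790 tag-enriched genes with a lower IP level in experiment 1 had a median input change of -0.053 in experiment 2, under that of matched tag-enriched genes (0.013 to 0.032). The other direction gave -0.06 over 572 genes, against 0.015 to 0.094. A general fall in expression lowers both levels, so this does not exclude release either, and the question stays open. The IP level itself was called lower for 525 of the 652 genes and 119 of the 146. Of the 652, 127 were called higher in input of the same experiment without a called fall in IP, and for these the input RNA alone may account for the lower ratio.

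The strongest signal in untagged IP libraries was Bcar1, at 1670-fold over input in experiment 1 and 259-fold in experiment 2, rank 1 of 18772 and of 19778 genes. The Bcar1 protein contains repeats that resemble the HA epitope, so the beads could capture it with its mRNA during translation. The related mRNAs were then examined. Efs was 281-fold and 61.6-fold enriched (ranks 6 and 5) and Nedd9 75.4-fold and 13.3-fold (ranks 13 and 12), with Nedd9 input counts of only 9 to 23 per library. Cass4 reached 1.76-fold (edgeR adjusted p 0.0163) and 1.11-fold (edgeR adjusted p 0.895), at 16 to 70 input counts. Of 6 such values 5 were higher with an adjusted p under 0.05. The pattern in Efs and Nedd9 goes with the explanation, that in Cass4 leaves it open, and no protein sequence was examined here. Strong enrichment without the tag was not confined to these genes. Trp53bp1 (log2 9.311 and 6.485) and Rab11fip5 (9.181 and 6.2) stood above Efs in experiments 1 and 2. In untagged cells 101 genes were higher by at least 4-fold in experiment 1 and 34 in experiment 2. The explanation was not tested on genes outside the family. Bcar1 enrichment in tagged cells was 414-fold in experiment 1, below that in untagged cells, and 298-fold in experiment 2, not detectably different from untagged cells (edgeR adjusted p 0.805).

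Tnrc6a mRNA was recovered about as well without Ago2, with a log2 change of -0.188 (SE 0.28), while the median gene called lower fell by 0.639. Recruitment of this mRNA through Ago2 and capture with the nascent tagged protein cannot be told apart from this value, because its SE is large and the sign reversed without tagged IP replicate 1.

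Hip1r and Hip1, which encode related proteins, gained enrichment without Ago2 (6.83-fold and 6.74-fold IP over input, from 1.24-fold and 1.64-fold in tagged cells). Hip1r was at 1.03-fold and Hip1 at 0.89-fold in untagged cells. Their input RNA did not differ detectably (edgeR adjusted p 0.945 and 0.475). No explanation was tested.

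Ddx3y input RNA was higher in tagged than in untagged cells, by 1.68 in experiment 1 and 1.21 in experiment 2. A larger share of cells with a Y chromosome in the tagged culture would raise all Y-linked mRNAs alike. Uty (1.48 and 1.09) and Eif2s3y (1.64 and 1.03) rose with similar changes in experiments 1 and 2. Zfy1 rose further, by 2.15 (SE 0.35) and 2.20 (SE 0.17). Kdm5d changed by 1.01 (SE 0.88) in experiment 1, at a mean log2 CPM of -1.19, and rose by 2.30 (SE 0.44) in experiment 2. Of Uty, Eif2s3y and Kdm5d, 2 were called higher in experiment 1. A larger share of cells with a Y chromosome may contribute, but alone it would not raise Zfy1 and Kdm5d further than the others in experiment 2. The low counts of Kdm5d, and of Zfy1 in experiment 1, leave those values uncertain. In experiment 2 Zfy1 was not that low, at a mean log2 CPM of 2.54. Its rise there argues against such a share as the only source of the Zfy1 change. For Ddx3y, Uty and Eif2s3y the explanation stays open.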
